# Selective activation of G_s_ signaling in adipocytes causes striking metabolic improvements in mice

**DOI:** 10.1016/j.molmet.2019.06.018

**Published:** 2019-06-20

**Authors:** Lei Wang, Sai P. Pydi, Yinghong Cui, Lu Zhu, Jaroslawna Meister, Oksana Gavrilova, Rebecca Berdeaux, Jean-Philippe Fortin, Kendra K. Bence, Cecile Vernochet, Jürgen Wess

**Keywords:** G protein-coupled receptor, G protein, DREADD technology, Adipocytes, Glucose homeostasis, Obesity

## Abstract

**Objective:**

Given the worldwide epidemics of obesity and type 2 diabetes, novel antidiabetic and appetite-suppressing drugs are urgently needed. Adipocytes play a central role in the regulation of whole-body glucose and energy homeostasis. The goal of this study was to examine the metabolic effects of acute and chronic activation of G_s_ signaling selectively in adipocytes (activated G_s_ stimulates cAMP production), both in lean and obese mice.

**Methods:**

To address this question, we generated a novel mutant mouse strain (adipo-GsD mice) that expressed a G_s_-coupled designer G protein-coupled receptor (Gs DREADD or short GsD) selectively in adipocytes. Importantly, the GsD receptor can only be activated by administration of an exogenous agent (CNO) that is otherwise pharmacologically inert. The adipo-GsD mice were maintained on either regular chow or a high-fat diet and then subjected to a comprehensive series of metabolic tests.

**Results:**

Pharmacological (CNO) activation of the GsD receptor in adipocytes of adipo-GsD mice caused profound improvements in glucose homeostasis and protected mice against the metabolic deficits associated with the consumption of a calorie-rich diet. Moreover, chronic activation of G_s_ signaling in adipocytes led to a striking increase in energy expenditure and reduced food intake, resulting in a decrease in body weight and fat mass when mice consumed a calorie-rich diet.

**Conclusion:**

Systematic studies with a newly developed mouse model enabled us to assess the metabolic consequences caused by acute or chronic activation of G_s_ signaling selectively in adipocytes. Most strikingly, chronic activation of this pathway led to reduced body fat mass and restored normal glucose homeostasis in obese mice. These findings are of considerable relevance for the development of novel antidiabetic and anti-obesity drugs.

## Highlights

• A novel mouse model allowed us to study the metabolic effects caused by activating G_s_ signaling selectively in adipocytes.
• Acute activation of this pathway caused numerous beneficial metabolic effects including improved glucose tolerance.
• Chronic activation of adipocyte G_s_ signaling reduced body fat mass and restored normal glucose homeostasis in obese mice.
• This anti-obesity effect was caused by a combination of enhanced energy expenditure and reduced calorie intake.
• These findings should stimulate the development of novel drugs useful for the treatment of obesity and type 2 diabetes.

## 1 Introduction

Type 2 diabetes (T2D) has emerged as a major health problem in most parts of the world. The T2D epidemic is fueled by the rapid rise in the prevalence of obesity, due to changes in lifestyle and diet [1], [2], [3], [4]. Since lasting changes in lifestyle and diet are difficult to achieve, there is a clear need for new antidiabetic drugs endowed with increased efficacy and reduced incidence of side effects.

Like most other cell types, adipocytes express many G protein-coupled receptors (GPCRs) which are present on the cell surface and can be activated by extracellular ligands such as hormones or neurotransmitters [5], [6]. Each GPCR displays a distinct G protein coupling preference, activating either G_s_- G_i_-, or G_q_-type G proteins which are linked to specific signaling pathways or networks and are predicted to have multiple effects on adipocyte function [6], [7]. At present, little is known about how activation of these various GPCR/G protein pathways affects glucose homeostasis under physiological and pathophysiological conditions in vivo. Studies in this field have been hampered by the lack of GPCR subtype-selective ligands and the fact that the GPCRs expressed by adipocytes are also present in many other tissues.

To circumvent these difficulties, we started to employ a novel experimental strategy that involves the use of designer GPCRs that can only be activated by an exogenously administered drug [8], [9]. These new designer receptors are generally referred to as DREADDs (Designer Receptors Exclusively Activated by a Designer Drug) [8], [9]. Most DREADDs are mutant muscarinic acetylcholine receptors that no longer respond to the endogenous ligand, acetylcholine, but can be activated by nanomolar concentrations of clozapine-N-oxide (CNO), a clozapine metabolite that has little or no pharmacological activity [8], [9].

We recently developed a mouse strain in which the expression of a G_s_-coupled DREADD (GsD) [10] can be induced in specific cell types in a Cre-dependent fashion [11]. In the present study, we examined the metabolic effects of acute and chronic activation of G_s_ signaling selectively in adipocytes, both in lean and obese mice. To address this question, we used the newly developed mouse strain described by Akhmedov et al. [11] to generate mutant mice that express the GsD receptor selectively in adipocytes (adipo-GsD mice).

Systematic metabolic studies with adipo-GsD mice showed that selective activation of a G_s_-coupled receptor in adipocytes causes profound improvements in glucose tolerance and insulin sensitivity and protects against the metabolic deficits associated with the consumption of a calorie-rich diet. Moreover, chronic activation of G_s_ signaling in adipocytes leads to a striking increase in energy expenditure and a decrease in food intake, leading to a significant loss in body weight when mice are maintained on a high-fat diet (HFD). These findings should be of considerable relevance for the development of novel antidiabetic and anti-obesity drugs.

## 2 Material and methods

### 2.1 Animals

We generated mutant mice that express the GsD receptor selectively in adipocytes (adipo-GsD mice) by crossing *ROSA26-LSL-GsDREADD-CRE-luc* mice [11] with *adipoq-Cre* mice (The Jackson Laboratory; stock no. 010803; genetic background: C57BL/6J). The *ROSA26-LSL-GsDREADD-CRE-luc* mice used for these matings had been backcrossed for 10 generations onto a C57BL/6 background. *ROSA26-LSL-GsDREADD-CRE-luc* mice that lacked the *adipoq-Cre* transgene served as control animals. All experiments were carried out with male littermates. Mice were housed under conditions of controlled temperature (23 °C) and illumination (12-h light/12-h dark cycle, light off at 6 pm), and had free access to water and food. Mice consumed standard mouse chow (7022 NIH-07 diet, 15% kcal fat, energy density 3.1 kcal/g, Envigo Inc.) or were switched to a high-fat diet (HFD; F3282, 60% kcal fat, energy density 5.5 kcal/gm, Bioserv) when they were 6 weeks old. Unless stated otherwise, mice were maintained on the HFD diet for at least 8 weeks.

All animal studies were carried out according to the US National Institutes of Health Guidelines for Animal Research and were approved by the NIDDK Institutional Animal Care and Use Committee.

### 2.2 In vivo metabolic tests

In vivo metabolic tests were carried out with male mice (8–20 weeks of age) using standard procedures. Intraperitoneal glucose tolerance tests (IGTT) were performed with mice that had been fasted overnight for about 16 h. Blood glucose concentrations were determined before and after i.p. injection with glucose (1 or 2 g/kg, as indicated). Blood glucose concentrations were determined by collecting blood from the tail vein using a portable glucometer (Glucometer Contour; Bayer). For insulin tolerance tests (ITT), mice that had been fasted for 4 h were injected i.p. with human insulin (0.75 or 1 U/kg, as indicated; Humulin, Eli Lilly). To study glucose-stimulated insulin secretion (GSIS), mice that had been fasted overnight were injected i.p. with 1 or 2 g/kg of glucose, as indicated. Plasma insulin levels were detected by using a mouse insulin ELISA kit (Crystal Chem Inc.).

For acute CNO challenge tests, mice that had been fasted for 4 h were injected i.p. with 10 mg/kg CNO. Blood was collected from the tail vein before and at specific time points after CNO treatment. Plasma FFA levels were determined using a commercially available kit (Sigma–Aldrich). Plasma leptin and adiponectin levels were also measured by employing ELISA kits (R&D Systems).

For chronic CNO treatment experiments, mice that had been maintained on a HFD for 4 weeks received single daily injections of CNO (10 mg/kg i.p.) for 4 weeks. During the CNO injection period, mice continued to consume the same HFD as before.

### 2.3 Body composition analysis

The lean/fat mass composition of mice was measured using the 3-in-1 Echo MRI Composition Analyzer (Echo Medical System).

### 2.4 Real-time qPCR gene expression analysis

Mouse tissues were collected and frozen quickly. Total mRNA was extracted and purified by using the RNeasy mini kit combined with the RNase-free DNase set (Qiagen), following the manufacturer's protocol. cDNA was synthesized using SuperScript™ III First-Strand Synthesis SuperMix (Invitrogen). Real-time qPCR was performed using both the SYBR Green and TaqMan methods (Applied Biosystems). TaqMan primer/probe sets for real-time PCR were designed using Primer Express software (Applied Biosystems) and were purchased from Integrated DNA Technologies. RNA expression data were normalized relative to the expression of β-actin or 18S rRNA. The PCR primer sequences and probes are listed in Supplemental Table 1.

### 2.5 Histology

Adipose and liver tissues were fixed in 4% paraformaldehyde for 24 h and embedded in Optimal cutting temperature compound (OCT). Five-μm-thick sections were prepared, and sections were mounted and then stained with hematoxylin and eosin (H&E) and/or Oil Red O. Bright-field images of stained tissue sections were taken with the Keyence Microscope BZ-9000.

### 2.6 Indirect calorimetry and energy expenditure measurements

Indirect calorimetry and energy expenditure measurements were performed using Oxymax-CLAMS (Columbus Instruments) chambers [12], [13]. Mice maintained on regular chow were acclimatized to the chambers for 2 days at 30 °C (thermoneutrality) and then received a single injection of CNO (10 mg/kg i.p.) or vehicle (saline). For each mouse, food intake, O_2_ consumption, CO_2_ production, and ambulatory activity (infrared beam breaks) were determined every 13 min for 6.5 h (390 min). Total energy expenditure (TEE) and respiratory exchange ratio (RER) were calculated based on O_2_ consumption and CO_2_ production. Mice maintained on a high-fat diet (HFD) were treated in a similar fashion, except that they received daily CNO injections (10 mg/kg i.p.) for one week. Indirect calorimetry studies were also carried out with mice housed at room temperature (22 °C), following a 2-day acclimatization period.

### 2.7 Cold tolerance test

Mice that had been housed at room temperature were transferred to 4 °C, and rectal temperature was measured hourly for up to 6 h.

### 2.8 Liver triglyceride content

Livers were homogenized in PBS, and protein concentrations determined. Total lipid was extracted from the homogenate with chloroform/methanol (2:1). An aliquot of the organic phase was collected, dried overnight, and re-suspended in 1% Triton X-100 EtOH. Hepatic triglyceride content was determined using a commercially available kit (Sigma Aldrich).

### 2.9 cAMP assay

cAMP levels in mouse adipose tissue (iWAT) were measured using a cAMP ELISA kit (Cayman Chemical). Briefly, iWAT was rapidly collected, homogenized, and extracted, followed by the detection of cAMP in the supernatant according to the manufacturer's protocol. Protein concentrations were determined using a bicinchoninic acid assay kit (Pierce).

### 2.10 Isolation of mature adipocytes

Adipose tissue (iWAT and eWAT) of 16-week-old C57BL/6J mice (males) was digested with KRH buffer (2% FFA-free BSA) containing 3.3 mg/ml collagenase via incubation at 37 °C for 30–45 min. When the tissue was fully digested, 10 ml of KRH buffer was added to terminate collagenase activity. Cells were then filtered through a 250 μm cell strainer. After 10 min, the floating top layer containing mature adipocytes was collected. Mature adipocytes were washed twice with KRH buffer containing 5 mM EDTA and then used for RNA-seq analysis.

### 2.11 RNA-seq study

Total RNA extracted from mature adipocytes (iWAT and eWAT) and BAT tissue of C57BL/6J mice (16-week old males) maintained on regular chow were used to construct high throughput sequencing libraries. RNAs with RIN >8 (assessed by the Agilent 2100 Bioanalyzer system) were used to prepare transcriptome libraries using the NEBNext Ultra RNA library prep kit (New England Biolabs). High throughput RNA-sequencing was performed using a HiSeq 2500 instrument (Illumina) at the NIDDK Genomic Core Facility (NIH, Bethesda, MD). The raw expression data were analyzed by the Genomatix Genome Analyzer. Raw reads were mapped to the mouse (mm9) genome. GPCRs were extracted from the RNA-seq data using R form (http://www.R-project.org/). RPKM data are given as mean values (n = 6). G_s_-coupled GPCRs were identified using the IUPHAR/BPS Guide to Pharmacology Database (https://www.guidetopharmacology.org/). The RNA-seq data are viewable under GEO accession number GSE131861.

### 2.12 Statistics

All data are expressed as mean ± SEM. The Shapiro–Wilk normality test was performed to determine whether the data were normally distributed. Data were then tested for statistical significance by one- or two-way ANOVA, followed by the indicated post hoc tests, or by using a two-tailed unpaired Student's t test, as appropriate. *P* < 0.05 was considered statistically significant. The specific statistical tests that were used are indicated in the figure legends.

## 3 Results

### 3.1 Generation of adipo-GsD mice

To generate mutant mice that express the GsD receptor selectively in adipocytes (adipo-GsD mice), we crossed *ROSA26-LSL-GsDREADD-CRE-luc* mice [11] with *adipoq-Cre* mice, which express Cre recombinase under the control of the adipocyte-specific *adiponectin* promoter [14]. Taqman qPCR analysis showed that the GsD receptor was selectively expressed in mouse adipose tissues (Supplemental Fig. 1A).

### 3.2 Metabolic studies with mice maintained on regular chow

We subjected adipo-GsD mice and their control littermates (*ROSA26-LSL-GsDREADD-CRE-luc* mice lacking the Cre transgene) consuming regular mouse chow (RC) to a series of metabolic tests. Prior to CNO administration, adipo-GsD and control mice showed no significant differences in body weight (Supplemental Fig. 1B), as well as fed and fasting blood glucose and plasma insulin levels (Supplemental Figs. 1C and D). To study the metabolic effects of acute activation of G_s_ signaling in mouse adipocytes in vivo, we injected adipo-GsD and control mice with a single dose of CNO (10 mg/kg i.p.) (CNO challenge test). The acute CNO injection caused an increase in blood glucose levels in the control animals (Figure 1A), most likely caused by the injection stress. In striking contrast, acute CNO treatment of adipo-GsD mice led to a pronounced and long-lasting decrease in blood glucose levels (Figure 1A). As expected, CNO treatment increased cAMP levels in fat tissue (iWAT) prepared from adipo-GsD mice, as compared to iWAT from control littermates (Supplemental Fig. 1E).

**Figure 1:**
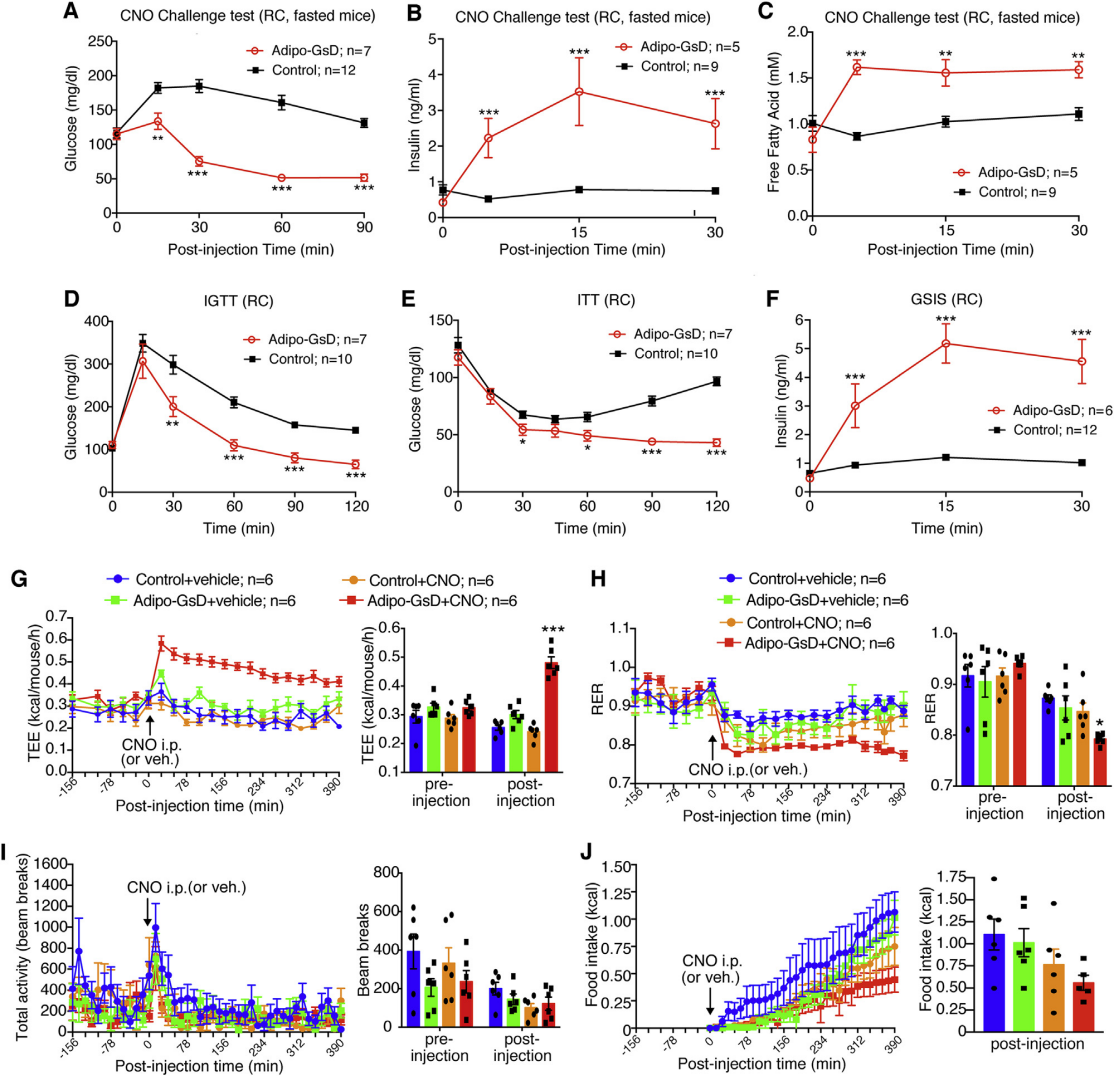
Acute activation of adipocyte G_s_ signaling improves glucose metabolism and increases energy expenditure in mice consuming regular chow. (A–F) In vivo metabolic tests were carried out with adipo-GsD mice and control littermates consuming regular mouse chow (RC). (A–C) CNO challenge tests. Mice that had been fasted overnight were injected with CNO (10 mg/kg, i.p.), and blood glucose levels (A), plasma insulin levels (B), and plasma free fatty acid (FFA) levels (C) were measured at the indicated time points. (D) Intraperitoneal glucose tolerance test (IGTT, 2 g glucose/kg, i.p.). (E) Insulin tolerance test (ITT, 0.75 U/kg, i.p.). (F) Glucose-stimulated insulin secretion (GSIS, 2 g glucose/kg, i.p.). (G–J) Indirect calorimetry studies were carried out with RC mice before and after acute injection of CNO (10 mg/kg, i.p.) or vehicle. Mice were housed in Oxymax/CLAMS chambers at 30 °C (thermoneutrality). Total energy expenditure (TEE) (G), respiratory exchange ratio (RER) (H), total locomotor activity (I), and cumulative food intake (J) were monitored. The bar diagrams show average values calculated from all pre- and post-injection measurements. All studies were performed with 8–12-week-old male mice. Data represent mean ± s.e.m. (mouse numbers are indicated in each panel). *P < 0.05, **P < 0.01, and ***P < 0.001 vs. control. Statistical significance was determined by two-way ANOVA followed by Bonferroni's post-hoc test (A–F) or by one-way ANOVA followed by Bonferroni's post-hoc test (G–J).

We also monitored CNO-induced changes in plasma insulin levels. While acute CNO (10 mg/kg i.p.) treatment of control mice had no significant effect on plasma insulin levels, CNO caused a robust increase in plasma insulin levels in adipo-GsD mice (Figure 1B). Moreover, CNO treatment of adipo-GsD mice, but not of control littermates, triggered a significant increase in plasma free fatty acid (FFA) levels, consistent with the known ability of G_s_ signaling to trigger PKA-dependent lipolysis [15].

Importantly, CNO-treated adipo-GsD mice also showed significant improvements in glucose tolerance (Figure 1D), whole-body insulin sensitivity (Figure 1E), and glucose-stimulated insulin-secretion (GSIS) (Figure 1F), as compared to their control littermates.

### 3.3 Indirect calorimetry studies with mice maintained on RC

Since adipose tissue plays a central role in the regulation of energy homeostasis [16], [17], [18], [19], we studied total energy expenditure (TEE) via indirect calorimetry. All measurements were carried out at thermoneutrality (30 °C) since mouse studies carried out under these conditions more closely mimic human physiology [20]. Acute CNO (10 mg/kg i.p.) treatment of adipo-GsD mice maintained on RC caused a very robust and long-lasting (>6 h) increase in TEE (Figure 1G). CNO treatment of control mice or saline (vehicle) treatment of adipo-GsD or control mice had no significant effect on TEE (Figure 1G). CNO-treated adipo-GsD mice also showed a significant reduction in the respiratory exchange ratio (RER), as compared to the three control groups (Figure 1H), most likely due to elevated plasma FFA levels (Figure 1C). The four groups of mice did not differ in total locomotor activity, either before or after CNO treatment (Figure 1I). CNO-treated adipo-GsD mice showed a trend towards reduced food intake, bust this effect failed to reach statistical significance (Figure 1J).

### 3.4 Metabolic studies with mice consuming an obesity-inducing diet

We next carried out metabolic studies with mice that had been maintained on a high-fat diet (HFD) for at least 8 weeks (Figure 2A). The HFD causes obesity and all major metabolic deficits characteristic for T2D including glucose intolerance and insulin resistance [21]. When consuming the HFD, adipo-GsD and control mice showed similar body weight gain (Figure 2A). After 8 weeks of HFD feeding, we monitored CNO-induced changes in blood glucose, plasma insulin, and plasma FFA levels. As observed with RC adipo-GsD mice (Figure 1A–C), CNO (10 mg/kg i.p.) treatment of HFD adipo-GsD mice caused pronounced decreases in blood glucose levels, accompanied by striking increases in plasma insulin and FFA levels (Figure 2B–D). Acute CNO administration also greatly improved glucose tolerance, insulin sensitivity, and GSIS in the HFD adipo-GsD mice (Figure 2E–G).

**Figure 2:**
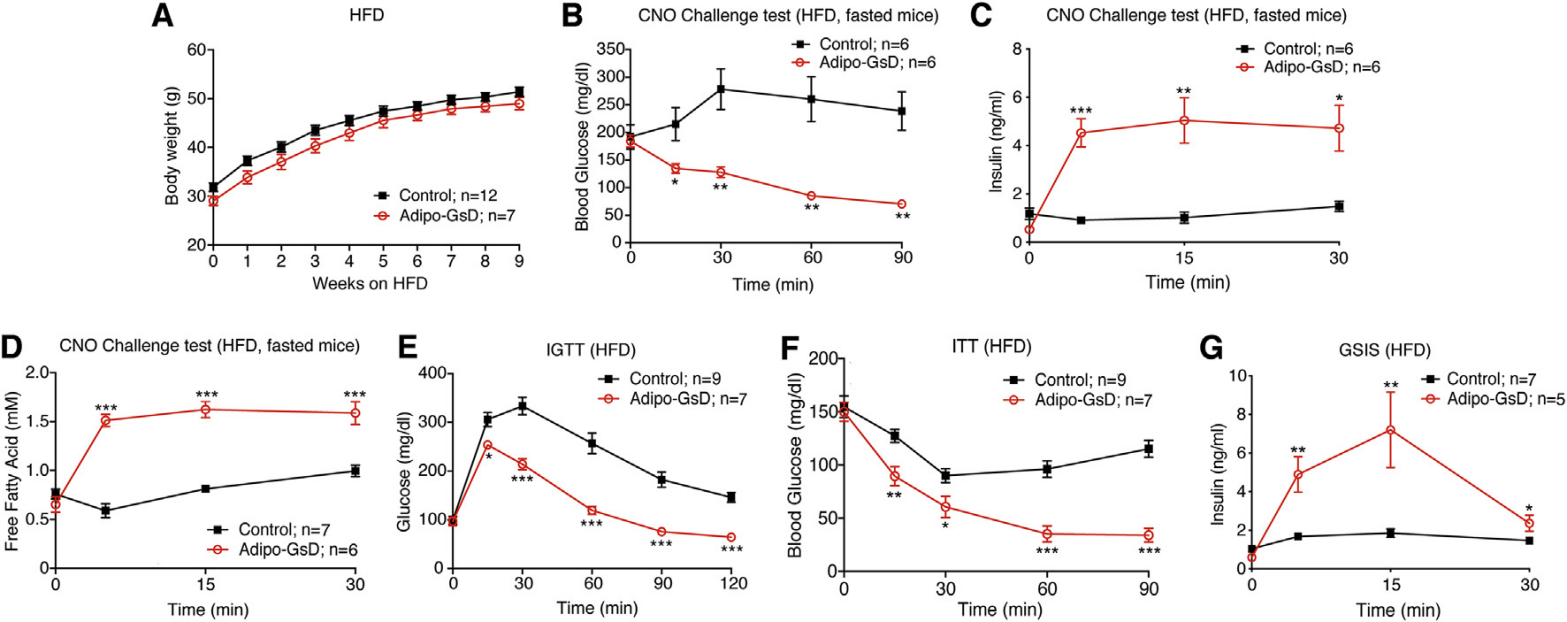
Acute activation of adipocyte G_s_ signaling improves glucose homeostasis in obese mice. (A) Body weight gain of adipo-GsD and control mice maintained on a high-fat diet (HFD). (B–D) CNO challenge tests. HFD mice that had been fasted overnight were injected with CNO (10 mg/kg, i.p.), and blood glucose levels (B), plasma insulin levels (C), and plasma FFA levels (D) were measured at the indicated time points. (E) Intraperitoneal glucose tolerance test (IGTT, 1 g glucose/kg, i.p.). (E) Insulin tolerance test (ITT, 1 U/kg, i.p.). (F) Glucose-stimulated insulin secretion (GSIS, 1 g glucose/kg, i.p.). Data represent mean ± s.e.m. (mouse numbers are indicated in each panel). The experiments shown in (B–G) were obtained with male mice (littermates) that had been maintained on the HFD for at least 8 weeks. *P < 0.05, **P < 0.01, and ***P < 0.001 vs. control. Statistical significance was determined by two-way ANOVA followed by Bonferroni's post-hoc test.

### 3.5 Chronic CNO treatment of HFD mice

We next studied the effect of chronic CNO treatment on HFD adipo-GsD and control mice. After four weeks of HFD feeding, we treated both groups of mice with daily injections of CNO (10 mg/kg i.p.) for 4 weeks. During this time, the mice continued to consume the HFD. Chronic CNO treatment led to a significant and sustained loss in body weight in the HFD adipo-GsD mice, but not in the HFD control littermates (Figure 3A). Consistent with this observation, the mass of inguinal white adipose tissue (iWAT), epididymal WAT (eWAT), and brown adipose tissue (BAT) was greatly reduced in the HFD adipo-GsD mice at the end of the 4-week CNO treatment period (Figure 3B,C). Chronic CNO treatment of HFD adipo-GsD mice led to significant reductions in blood glucose, plasma insulin, plasma FFA, and plasma leptin levels, but increased plasma adiponectin levels (Figure 3D–H). Moreover, CNO-treated HFD adipo-GsD mice displayed a striking improvement in glucose tolerance (Figure 3I), and a pronounced reduction in liver weight (Figure 3J) and hepatic triglyceride (lipid) content (Figure 3K,L).

**Figure 3:**
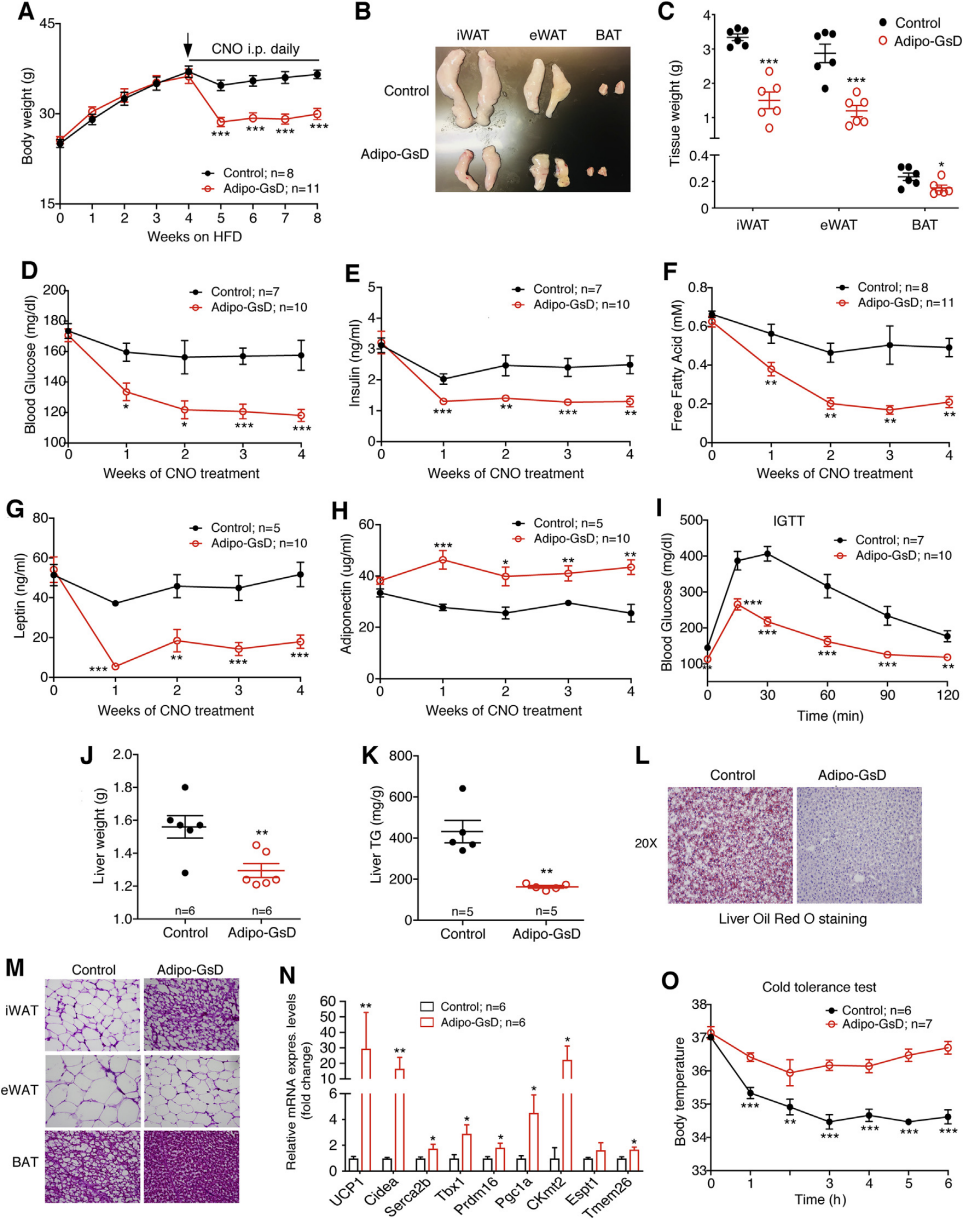
Chronic activation of adipocyte G_s_ signaling significantly decreases body weight and improves glucose homeostasis in mice consuming a HFD. All studies shown in this figure were carried out with male adipo-GsD and control mice that had been maintained on a HFD for 8 weeks and had received daily injections of CNO (10 mg/kg, i.p.) during the last 4 weeks of HFD feeding. (A) Body weight gain of HFD adipo-GsD and control mice chronically treated with CNO. (B) Representative photographs of inguinal WAT (iWAT), epididymal WAT (eWAT), and brown adipose tissue (BAT) following chronic CNO treatment. (C) Tissue weight of iWAT, eWAT and BAT after chronic CNO treatment. (D) Blood glucose, (E) plasma insulin, (F) plasma FFA, (G) plasma leptin, and (H) plasma adiponectin levels before and after chronic CNO administration. (I) Intraperitoneal glucose tolerance test (IGTT, 1 glucose/kg, i.p.) carried out after chronic CNO treatment. (L) Liver weight and (M) liver triglyceride (TG) content of mice following chronic CNO administration. (N) Images of liver sections stained with Oil Red O after chronic CNO treatment. (M) H&E staining of adipose tissues after chronic CNO treatment. (N) Expression of beiging-related genes in iWAT following chronic CNO administration. (O) Cold tolerance test (4 °C) after chronic CNO treatment. All studies were performed with male littermates. Data represent mean ± s.e.m. (mouse numbers are indicated in each panel). *P < 0.05, **P < 0.01, and ***P < 0.001 vs. control. Significance was determined by two-way ANOVA followed by Bonferroni's post-hoc test (A, D-I, O) or by two-tailed Student's t test (C, J, K, and N).

In H&E staining experiments, iWAT from CNO-treated HFD adipo-GsD mice showed a staining pattern typical for the appearance of beige fat (Figure 3M). In agreement with this observation, qRT-PCR studies showed that the expression of key genes involved in iWAT beiging (*Ucp1*, *Cidea*, etc.) was significantly upregulated in CNO-treated HFD adipo-GsD mice (Figure 3N). Similarly, the transcript levels of several key mitochondrial marker genes were significantly increased in iWAT of CNO-treated HFD adipo-GsD mice (Supplemental Fig. 2). Finally, cold exposure (4 °C) of HFD adipo-GsD and control mice showed that chronic CNO treatment enabled the HFD adipo-GsD mice to maintain normal body temperature during the 6 h observation period (Figure 3O). In contrast, HFD control mice displayed significant hypothermia under the same experimental conditions (Figure 3O), indicative of increased thermogenic activity in BAT and iWAT of HFD adipo-GsD mice (Figure 3M, N).

Figure 3A indicates that CNO treatment of HFD adipo-GsD mice for 1 week was sufficient to cause a major reduction in body weight. To explore the mechanisms underlying this phenotype, we carried out metabolic studies with adipo-GsD and control mice that had been maintained on a HFD for 5 weeks and had received daily injections of CNO (10 mg/kg i.p.) during the last week of HFD feeding. As expected, CNO treatment led to a time-dependent decrease in body weight in the HFD adipo-GsD mice (Figure 4A), accompanied by a ∼50% reduction in body fast mass (Figure 4B), as compared to HFD control littermates. In the HFD adipo-GsD mice, the daily CNO injections caused a significant increase in TEE (Figure 4C) and a decrease in RER (Figure 4D), as compared to the CNO-injected HFD control group. Moreover, the CNO-treated HFD adipo-GsD mice showed a dramatic decrease in daily food intake, as compared to the CNO-injected HFD control mice (Figure 4E). Total locomotor activity was not significantly different between the CNO-injected HFD adipo-GsD and control mice (Supplemental Fig. 3).

**Figure 4:**
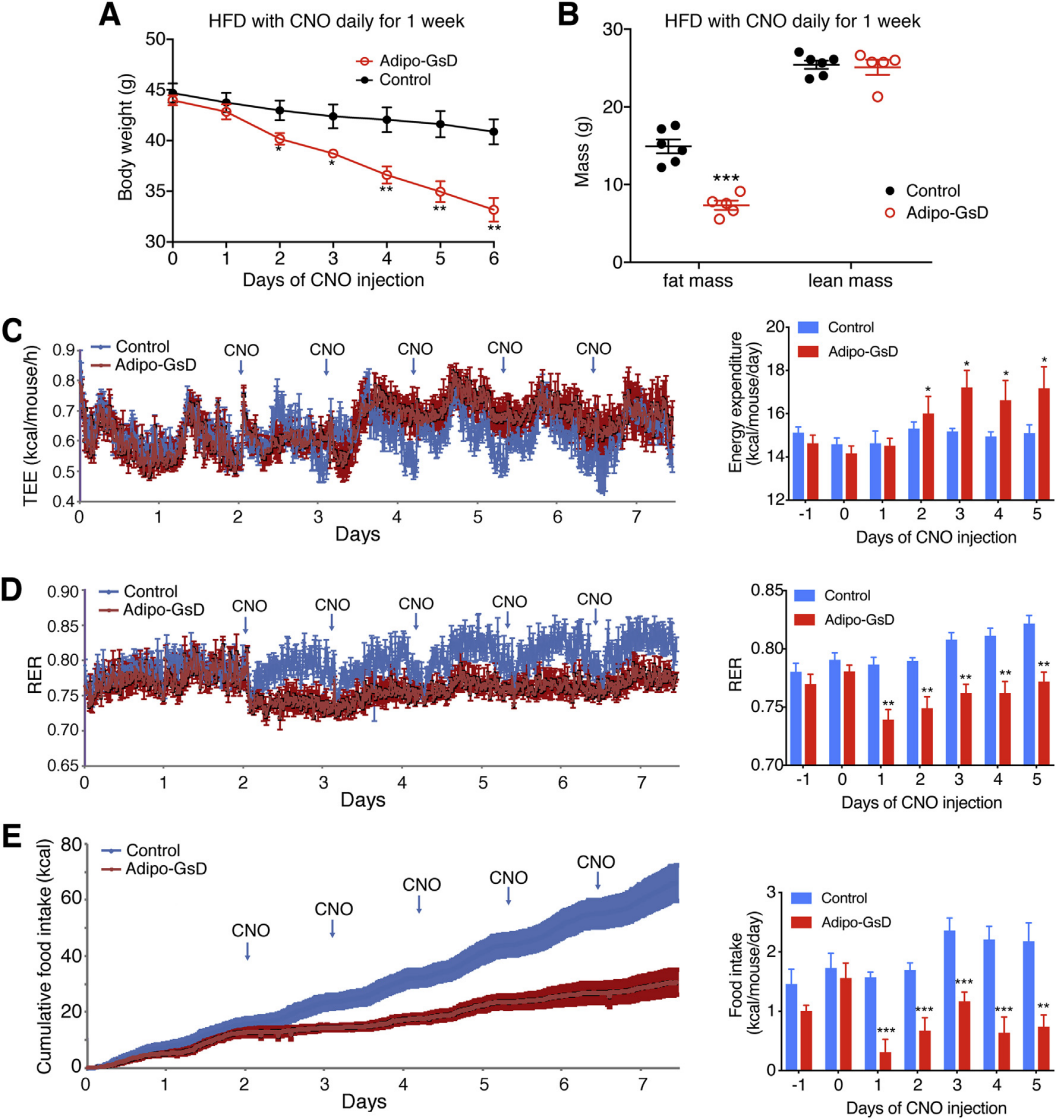
Chronic activation of adipocyte G_s_ signaling stimulates total energy expenditure and reduces food intake in HFD mice. All studies shown in this figure were carried out with male adipo-GsD and control mice that had been maintained on a HFD for 5 weeks and had received daily injections of CNO (10 mg/kg i.p.) during the last week of HFD feeding. In HFD adipo-GsD mice, daily CNO injections reduced body weight (A) and total fat mass (B). For indirect calorimetry studies (C–E), mice were housed in Oxymax/CLAMS chambers at room temperature (22 °C). HFD adipo-GsD mice showed increased total energy expenditure (TEE) (C), decreased respiratory exchange ratio (RER) (D), and reduced food intake (E), as compared to control littermates. All studies were performed using 8-12-week-old male littermates. Data represent mean ± s.e.m. (control, n = 6; adipo-GsD, n = 5). *P < 0.05, **P < 0.01, and ***P < 0.001 vs. control. Statistical significance was determined by two-way ANOVA followed by Bonferroni's post-hoc test (A) or by two-tailed Student's t test (B–E).

### 3.6 G_s_-linked GPCRs that are endogenously expressed by mouse adipocytes

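The data comprised 18 RNA-seq libraries of male C57BL/6J mice aged 16 weeks, 6 from iWAT adipocytes, 6 from eWAT adipocytes and 6 from BAT tissue. The iWAT and eWAT adipocytes had been released with collagenase and collected as the floating layer, whereas BAT was sequenced as whole tissue. In a comparison with BAT, depot and preparation can therefore not be told apart. The mouse numbers in the sample titles show 4 numbers shared between iWAT and BAT, 4 between eWAT and BAT, and 5 between iWAT and eWAT. The authors mapped the reads to the mouse mm9 genome with the Genomatix Genome Analyzer and deposited, for every sample, the number of reads and the RPKM (reads per kilobase of the row's length, scaled to the sample's total of reads) of each annotated row. In the iWAT and BAT files a row is a gene with its exons merged (53445 rows). In the eWAT files a row is a single transcript (189660 rows), and a read can be counted on several transcripts of the same gene. A total of 27301 rows had the same symbol, position, length and exon number in both kinds of file. As the kind of file also follows the depot, a difference in counting cannot be told apart from a difference between eWAT and the other depots. The RPKM values of a sample all rest on one total of reads. This total was between 22929576 and 32141048 in the iWAT samples (median 25732662), between 26607733 and 34048018 in the eWAT samples (median 31482759), and between 26706786 and 34512470 in the BAT samples (median 30794714).
The labels were checked with marker genes. Adipoq, which encodes adiponectin, had a mean RPKM of 1854 ± 237 (SD, n = 6) in iWAT, 2373 ± 680.5 (SD, n = 6) in eWAT and 302 ± 47.7 (SD, n = 6) in BAT. Ucp1, the thermogenic gene of brown fat, had a mean RPKM of 2.82 ± 1.92 (SD, n = 6) in iWAT, 0.325 ± 0.165 (SD, n = 6) in eWAT and 1219 ± 189.5 (SD, n = 6) in BAT. Pearson correlations of log2 counts between samples of one depot were between 0.931 and 0.979 in iWAT, 0.932 and 0.981 in eWAT, and 0.962 and 0.980 in BAT.
A list of 43 receptors with Gs as main transducer was written by hand before the values were examined. The deposited RPKM was averaged over the 6 samples of a depot, and a mean of at least 1 was taken as expressed. Only 11 of the 43 receptors had the same row in all files. For the others the merged gene row was used in iWAT and BAT, and the transcript with the highest mean RPKM in eWAT, so that eWAT values of these receptors are not on the same footing as those of iWAT and BAT. Differences between depots were tested on the read counts of the shared rows with at least 10 reads in at least 6 samples (5733 rows), with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment.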

To identify G_s_-linked GPCRs that are endogenously expressed by mouse adipose tissue, we subjected RNA prepared from isolated mouse adipocytes (iWAT and eWAT) and BAT tissue to RNA-seq analysis. This analysis demonstrated that mouse adipocytes/BAT tissue express several GPCRs that are selectively coupled to G_s_, including the V_2_ vasopressin receptor, the glucagon receptor, and different melanocortin receptor subtypes (Supplemental Table 2).

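Of the 43 receptors on the list of Gs-coupled receptors, 10 had a mean RPKM of at least 1 in iWAT adipocytes, 12 in eWAT adipocytes and 7 in BAT tissue. With a minimum of 0.1 in place of 1 they were 19, 22 and 18. Counting only the 11 receptors with a shared row, an alternative added after the data were seen, moved them most as a ratio, to 2, 2 and 2. Of the 12 receptors in eWAT, Adora2b (mean RPKM 1.33) and Ptgir (1.23) had 4.80 and 2.61 in the sample of mouse 15. In the other eWAT samples they had 0.298 to 1.39 and 0.487 to 1.22. Their place among the 12 thus rests largely on this sample. The gene of the V2 vasopressin receptor, Avpr2, is listed on the plus strand of chromosome X of mm9 from 71137181 to 71140841. Its mean RPKM was 0.105 ± 0.0487 (SD, n = 6) in iWAT and 0.137 ± 0.0276 (SD, n = 6) in BAT, from 6 to 15 reads per iWAT sample and 10 to 21 reads per BAT sample. In eWAT its highest transcript had a mean RPKM of 0.310 ± 0.301 (SD, n = 6), from 5 to 65 reads per sample. The eWAT files also count each Avpr2 transcript apart. The RefSeq transcript, which ends at position 71139766, had 0 to 4 reads per sample and a mean RPKM of 0.0198 ± 0.0269 (SD, n = 6). A longer transcript ending at 71140841 had 6 to 67 reads per sample. The 1075 bp by which it extends beyond the RefSeq transcript contain most of the last exon of Arhgap4, a gene on the opposite strand (71139691 to 71140302). The merged Avpr2 row of iWAT and BAT ends at 71140841 too, so it also spans this exon. The glucagon receptor gene Gcgr, on chromosome 11 from 120392013 to 120400402, had a mean RPKM of 0.0814 ± 0.0460 (SD, n = 6) in iWAT and 0.0332 ± 0.0104 (SD, n = 6) in BAT. These values rest on 2 to 14 reads per iWAT sample and 2 to 4 reads per BAT sample. In eWAT the mean RPKM of Gcgr was 0.256 ± 0.136 (SD, n = 6), from 6 to 26 reads per sample.
The melanocortin receptor genes differed widely from each other. Mc2r (chromosome 18, 68566561 to 68588916) had a mean RPKM of 8.25 ± 1.58 (SD, n = 6) in iWAT, 16.7 ± 3.12 (SD, n = 6) in eWAT and 0.607 ± 0.189 (SD, n = 6) in BAT. Mc5r (chromosome 18, 68497250 to 68499377) had a mean RPKM of 0.389 ± 0.122 (SD, n = 6) in iWAT, 0.156 ± 0.0697 (SD, n = 6) in eWAT and 0.416 ± 0.192 (SD, n = 6) in BAT, with reads in every sample. In BAT it was highest in the sample of mouse 12, which also had the highest skeletal muscle marker score. Mc1r (chromosome 8, 125930982 to 125934644) had 13 reads over the 6 iWAT samples, 8 over the eWAT samples and 4 over the BAT samples. No read was counted on Mc3r in any sample. Mc4r had 1 read in 1 eWAT sample and none in the other samples. The smallest RPKM that 3 reads can show for Mc3r was between 0.0331 and 0.0499 across the 18 samples, so Mc3r was not detectable at this depth. Such floors cover counting error only.

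**Figure D1:**
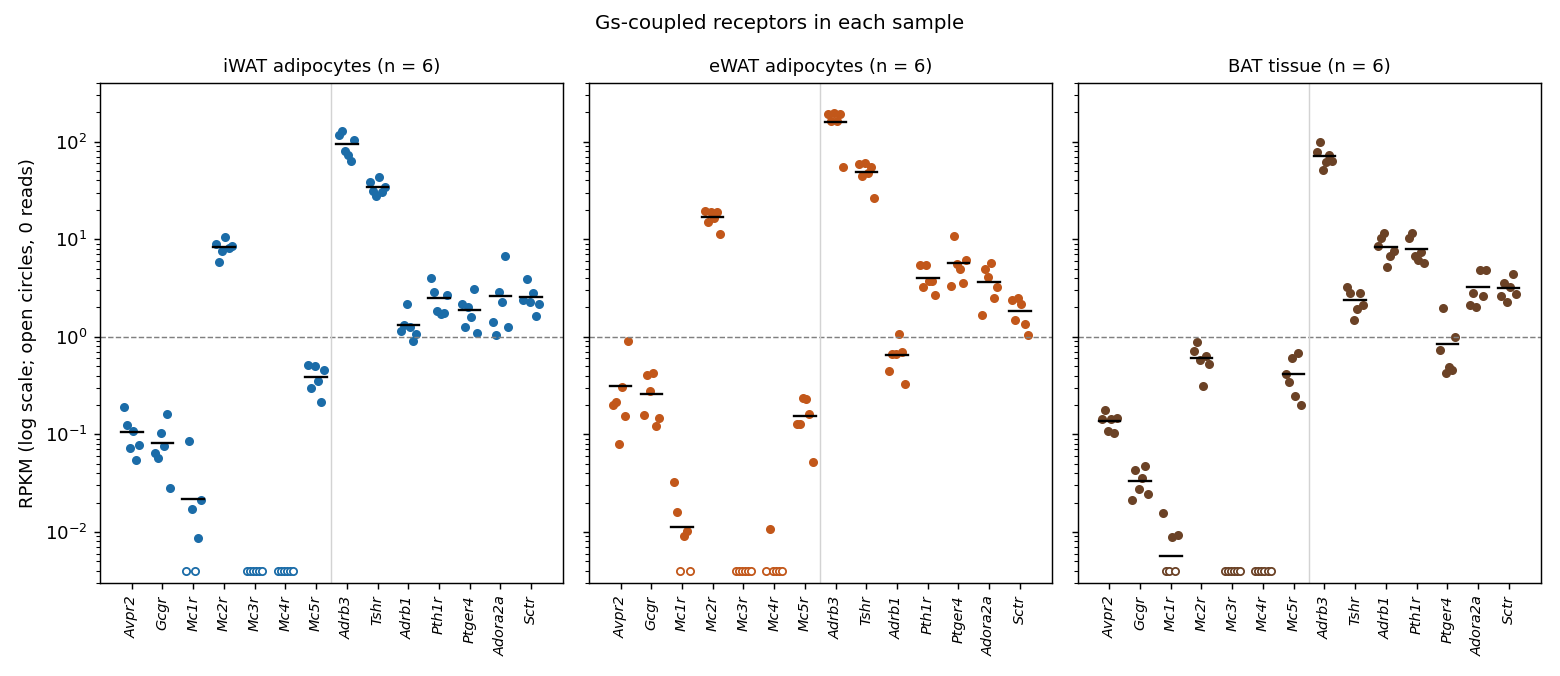
RPKM on a log axis of 14 Gs-coupled receptors in iWAT adipocytes, eWAT adipocytes and BAT tissue. Each point is 1 sample, black lines are means over 6 samples, open circles are samples without reads, and the dashed line marks an RPKM of 1. Avpr2, Gcgr and Mc5r lie below 1 in every sample, whereas Adrb3 lies between 50.6 and 194 in all of them.

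**Figure D2:**
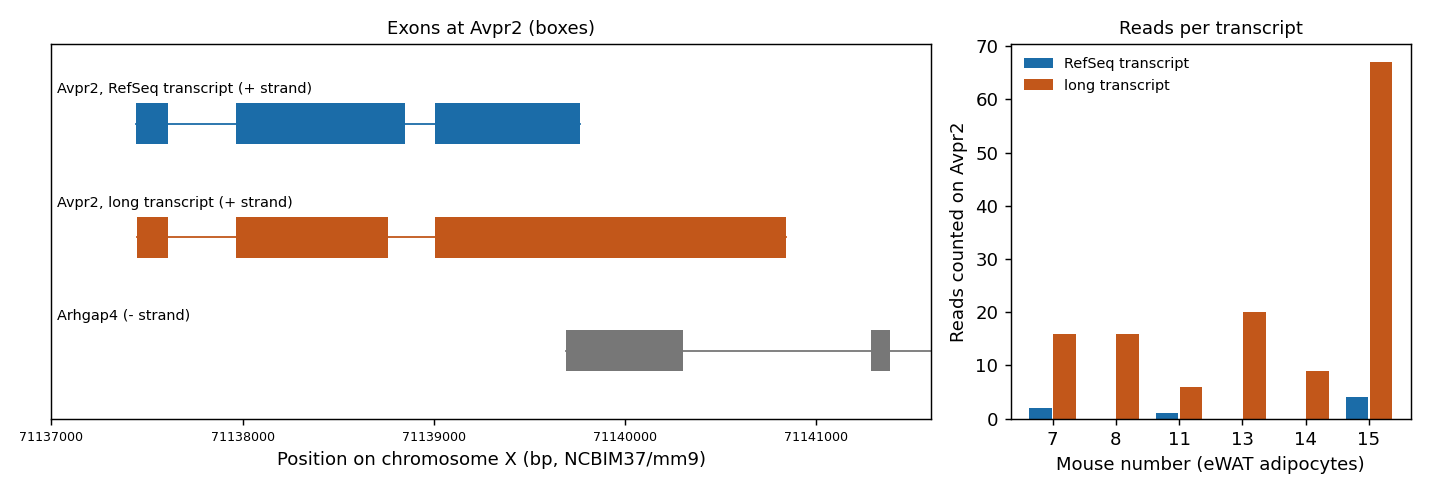
Left, exons of Avpr2 and of the 3' end of Arhgap4 on chromosome X of mm9. Right, reads counted on the RefSeq and on the long Avpr2 transcript in the eWAT sample of each mouse, with 0 to 4 reads on the former and 6 to 67 on the latter.

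Apart from Mc2r in iWAT and eWAT, the receptors with the highest mean RPKM were others. Adrb3 came first in all 3 depots, with 93.9 ± 26.0 (SD, n = 6) in iWAT, 159 ± 53.3 (SD, n = 6) in eWAT and 71.3 ± 17.0 (SD, n = 6) in BAT. Tshr followed in iWAT with 34.2 ± 5.77 (SD, n = 6) and in eWAT with 48.8 ± 12.7 (SD, n = 6). As the eWAT values of Adrb3 and Tshr are those of the highest transcript, they cannot be set directly against iWAT and BAT. In BAT, Adrb1 followed with 8.28 ± 2.33 (SD, n = 6) and Pth1r with 7.98 ± 2.42 (SD, n = 6). The remaining receptors among the 5 highest of a depot were Mc2r, Adora2a and Sctr in iWAT, Mc2r, Ptger4 and Pth1r in eWAT, and Adora2a and Sctr in BAT. Adora2a varied between samples with endothelial marker genes.
Among the 5733 shared rows tested, 3590 differed between iWAT adipocytes and BAT tissue at an adjusted p under 0.05, 3888 between eWAT adipocytes and BAT tissue, and 737 between iWAT and eWAT adipocytes. Summing all rows of a gene moved the last number most, to 13605 of 19043 genes tested. In the eWAT files these sums count a read once for each transcript it lies on, so counting alone can add to this number. With the mouse number as a block, the numbers on the shared rows were 3117, 3349 and 477. On average, samples with the same mouse number did not deviate together from their depot means. Their mean correlation was 0.0302 between iWAT and BAT, -0.0421 between eWAT and BAT, and -0.0377 between iWAT and eWAT. For samples with different mouse numbers it was -0.0036, 0.0059 and 0.0080. Single pairs with the same number ranged from -0.0288 to 0.0850, -0.1226 to 0.0293, and -0.3405 to 0.2148. So few pairs cannot rule out an effect of the mouse. Only 4 of the listed receptors could be tested on the shared rows. Of these, 2 differed between iWAT and BAT, 4 between eWAT and BAT, and 2 between iWAT and eWAT. With the mouse number as a block, these numbers were 2, 3 and 1. Adrb1 was lower in iWAT than in BAT (log2 fold change -2.86, standard error 0.26, adjusted p = 1.08e-08 from edgeR) and lower in eWAT than in BAT (log2 fold change -3.93, standard error 0.27, adjusted p = 2.05e-10 from edgeR).
For iWAT and BAT, whose files share all rows, a fit of the 12 samples over every row was added after the data were seen. It gave a log2 fold change of iWAT over BAT of 3.49 for Mc2r (standard error 0.22, adjusted p = 7.46e-09 from edgeR) and of 3.57 for Tshr (standard error 0.20, adjusted p = 2.19e-09 from edgeR). Avpr2 (log2 fold change -0.68, standard error 0.29, adjusted p = 0.0543 from edgeR, unadjusted p = 0.0370) and Mc5r (log2 fold change -0.38, standard error 0.34, adjusted p = 0.339 from edgeR) did not pass the adjusted threshold. Gcgr did not reach the minimum of reads in this fit. It was tested with every symbol and its most-read eWAT transcript, an alternative also chosen after seeing the data. Between eWAT and BAT, the log2 fold change was then 2.06 for Gcgr (standard error 0.42, adjusted p = 0.000218 from edgeR). It was -2.10 for Mc5r (adjusted p = 5.76e-05 from edgeR) and 0.21 for Avpr2 (adjusted p = 0.680 from edgeR). A difference in counting cannot be told apart from these changes. The Avpr2 counts of all 3 depots may also hold reads of Arhgap4. From the RNA-seq data, the paper states that adipocytes and BAT tissue express several receptors that couple selectively to Gs, and names the V2 vasopressin, glucagon and melanocortin receptors.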

## 4 Discussion

In this study, we used DREADD technology to study the metabolic consequences of selective activation of G_s_ signaling in mouse adipose tissues. Specifically, we generated a novel mutant mouse strain that expresses a G_s_-coupled designer GPCR (GsD) selectively in adipose tissues (adipo-GsD mice). In these mice, G_s_ signaling can be selectively stimulated in adipose tissues in a drug (CNO)-dependent fashion.

Independent of the diet that the mice consumed (RC or HFD), acute CNO treatment of adipo-GsD mice caused pronounced, rapid improvements in glucose tolerance (Figure 1, Figure 2E), most likely due to enhanced insulin release (Figure 1, Figure 2C). As expected, CNO treatment of adipo-GsD mice stimulated lipolysis, resulting in enhanced plasma FFA levels (Figure 1, Figure 2D). Increased plasma FFA levels are predicted to promote the release of insulin by stimulating the FFA-responsive GPR40 receptor (FFA1 receptor) expressed in pancreatic β-cells [22], [23], [24], suggesting a likely mechanism underlying the ability of CNO to increase insulin release in adipo-GsD mice.

Chronic CNO treatment of mice maintained on a HFD yielded a series of striking metabolic phenotypes (Figure 3, Figure 4). Under these experimental conditions, CNO caused a robust reduction in body weight and obesity, associated with greatly improved glucose tolerance and reduced hepatic fat accumulation (Figure 3, Figure 4A, B). Moreover, chronic CNO treatment of HFD adipo-GsD mice led to a significant increase in TEE and a reduction in food intake (Figure 4C,E), suggesting that the anti-obesity effect caused by chronic activation of adipocyte G_s_ signaling is due to a combination of enhanced energy expenditure and reduced caloric intake.

The observed increase in energy expenditure is most likely due to the increased thermogenic activity of BAT and iWAT caused by chronic CNO treatment of HFD adipo-GsD mice (Figure 3M−O). At present, the physiological basis underlying the appetite-suppressing effect of CNO in HFD adipo-GsD mice remains unclear. Interestingly, this phenotype was observed despite a pronounced reduction in plasma leptin levels (Figure 3G). One possibility is that this anorectic effect is caused by changes in the release of one or more hormones/adipokines from adipose tissues. It is also possible that CNO-stimulated thermogenesis in BAT and other fat depots activates an afferent neuronal signaling pathway that modulates feeding behavior in the brain. Clearly, these mechanistic issues need to be addressed in future studies.

The β3-adrenergic receptor (β3-AR) is the predominant β-AR subtype expressed by rodent adipocytes [25], [26]. Like the β1-and β2-ARs, the β3-AR is efficiently coupled to G_s_ [27]. Interestingly, several studies have shown that treatment of mice or rats with CL316,243 or other β3-AR-selective agonists causes anti-obesity and antidiabetic effects similar to those described here for CNO-treated adipo-GsD mice [20], [26], [28], [29], [30]. These effects are thought to be mediated by β3-ARs expressed by rodent adipocytes [31], [32].

Although the β3-AR is predominantly linked to G_s_, it can also activate G proteins of the G_i_ family [33], [34], [35]. In contrast, the GsD designer receptor used in the present study does not seem to couple to other G proteins besides G_s_ [8], [9], [10], suggesting that the metabolic responses observed after CNO stimulation of adipo-GsD mice are caused by enhanced adipocyte G_s_ signaling. In contrast, the physiological effects seen after treatment of rodents with CL316,243 or other β3-AR-selective agonists are likely due to the activation of both G_s_ and G_i_-type G proteins. For this reason, the metabolic phenotypes displayed by CNO-treated adipo-GsD mice can be interpreted in a more straightforward manner.

The use of adipo-GsD mice as a model system to study the metabolic consequences of activating G_s_ signaling in adipose tissue offers another major advantage. As shown in Supplemental Fig. 1A, the GsD designer receptor is selectively expressed in adipose tissues of adipo-GsD mice. In contrast, the β3-AR is not only expressed by adipocytes but also by many other cell types and tissues, including heart, brain, kidney, and urinary bladder [36], [37]. As a result, the metabolic effects observed after treatment of rodents with selective β3-AR agonists are most likely caused by the activation of both adipocyte- and non-adipocyte-β3-ARs.

In fact, several years ago, a selective β3-AR agonist, mirabegron, was approved for the treatment of overactive bladder, due to the presence of β3-ARs on bladder smooth muscle. A recent study reported that acute treatment of healthy male individuals with mirabegron increased resting metabolic rate, probably due to stimulation of β3-ARs expressed by human BAT [38]. However, it remains to be seen whether mirabegron or β3-AR agonists with increased selectivity and efficacy will prove useful for treating human metabolic disorders including obesity and T2D. In any case, the search for compounds that can stimulate G_s_ signaling in human adipocytes appears to be a very attractive goal.

In conclusion, the generation and use of a novel mouse model (adipo-GsD mice) allowed us to monitor the metabolic effects after acute or chronic activation G_s_ signaling selectively in adipocytes. Most strikingly, chronic activation of this pathway reduced body fat mass in obese mice and restored normal glucose homeostasis. The development of compounds that can selectively activate G_s_ signaling in adipocytes should prove highly beneficial for the treatment of obesity and T2D.

## Author contributions

L.W., C.V., and J.W. designed the experiments. L.W., S.P., Y.C., L.Z., and J.P.F. performed experiments and analyzed and interpreted the resulting data. O.G. provided guidance throughout this study and carried out the indirect calorimetry experiments. C.V., J.P.F., and K.B. gave helpful advice throughout this study. R.B. provided the *ROSA26-LSL-GsDREADD-CRE-luc* mice as a novel experimental tool. L.W. and J.W. wrote the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

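RNA-seq was analysed in 6 samples of iWAT adipocytes, 6 of eWAT adipocytes and 6 of BAT tissue from male mice aged 16 weeks. According to the paper, the libraries were made with the NEBNext Ultra RNA kit and sequenced on an Illumina HiSeq instrument. The Genomatix Genome Analyzer was then used on reads mapped to mm9, and GPCRs were extracted in R. The paper's text does not name the version of that software, the annotation or the way reads were counted, and it names no minimum RPKM for an expressed receptor. Its statistics section names tests for the study as a whole and none for the RNA-seq data.

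The authors deposited for each sample a read count per row, which is not normalized. The authors also deposited an RPKM per row, which was found to equal the read count divided by the row's length and by 1 total of reads per sample. These totals were between 22929576 and 34512470. In iWAT and BAT samples the rows are 53445 genes with merged exons, and in eWAT samples they are 189660 transcripts. The sum of counts over the eWAT rows counts many reads more than once and was not used as depth. A receptor row of 2190 bp needs an RPKM of 0.0402 to 0.0515 to show 3 reads in the eWAT samples. Reads were not collapsed by molecular identifiers, so such floors cover counting error only.

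What follows was computed from these files. Samples were grouped by the depot in their labels. The number in the sample titles was read as the number of the mouse and gave the pairing. Rows were matched between the 2 kinds of file by symbol, gene identifier, chromosome, strand, start, end, length and exon number, which left 27301 shared rows. The plan made before the data were examined was to use, for each gene, the shared row with the highest mean RPKM. As only 11 of the 43 listed receptors have a shared row, the merged gene row (iWAT, BAT) and the transcript with the highest mean RPKM (eWAT) were used for the others. The list of receptors with Gs as main transducer (43, with 10 more that also couple to other G proteins) was written by hand, and Supplemental Table 2 was not used here. Older symbols in the files were matched to it. A mean RPKM of at least 1 over 6 samples was taken as expressed.

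Depots were compared with edgeR (version 4.0.16) in R (version 4.3.3), using glmQLFit and glmQLFTest on the read counts of shared rows with at least 10 reads in at least 6 samples. TMM normalization, the reads behind the RPKM as library size, all 18 samples and no block were used. A Benjamini-Hochberg adjusted p under 0.05 was the threshold. The standard error of a log2 fold change was derived from its F statistic. Counts were simulated for the same 5733 rows from each row's mean over all samples, the real library sizes and the trend of the dispersions. The same code was then tested on them, with 200 rows changed in iWAT. It called 150 of the 200 changed rows and 8 of the 5533 unchanged rows between iWAT and BAT, and 147 of the 200 changed rows and 9 of the 5533 unchanged rows between iWAT and eWAT. It called 0 of the 5733 unchanged rows between eWAT and BAT. The simulation had no mouse effect and no deviating samples, and far fewer rows changed than differ in the real data. It therefore tests the code and does not measure the error in the real data.

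The receptors named are those the paper names for these data, Adrb1 and Adrb3 from its discussion, and the 5 receptors with the highest mean RPKM in each depot. A further receptor covered by this rule is not reported here. Adipoq and Ucp1 were named as checks of the labels. For each comparison the 2 genes with the largest change in each direction were named, among those past the threshold with a mean RPKM of at least 10 in the higher depot. Marker genes came from lists written before the values were examined. The alternatives tried were the mouse number as a block, DESeq2 (version 1.42.0), limma (version 3.58.1) on log2 RPKM with a pseudocount of 0.1 or 1, other filters, other minimum RPKM values, other rows per gene, TMM-rescaled RPKM, a longer receptor list and a minimum fold change. Fits over all iWAT and BAT rows, fits over all symbols and fits leaving out single samples were added after the data were seen. Marker scores are means of log2(RPKM + 0.1). Permutation tests were two-sided and were run in Python (version 3.11.15) with scipy (version 1.17.1) and numpy (version 2.4.6).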

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

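The tests of explanations in this part were chosen after the values were seen. In each depot, the highest or lowest of the 6 samples was examined for every listed receptor with a mean RPKM of at least 0.1, for Adipoq and Ucp1, for the marker scores and for the reads behind the RPKM. A sample counted as far from the others when its gap to the nearest one relative to the whole range exceeded Dixon's critical value for 6 samples. Of 103 such measures, 15 had such a sample, where about 5.2 would be met by chance. The reads behind the RPKM had none, so library size does not set these samples apart. Marker scores are means of log2(RPKM + 0.1) over a list of marker genes.

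The eWAT sample of mouse 15 accounted for 6 of the 15. Its RPKM was 4.80 for Adora2b (0.298 to 1.39 in the other eWAT samples), 0.905 for Avpr2 (0.0788 to 0.303), 0.474 for Glp2r (0.0340 to 0.0845) and 2.61 for Ptgir (0.487 to 1.22). Adrb3 was low, with 54.7 against 162 to 194. The macrophage score was 6.76, against 3.10 to 4.41. A candidate explanation is macrophage RNA in this sample. It was also tested in iWAT. Across the 6 iWAT samples, Adora2b and the macrophage score had a Spearman rho of 0.543 (exact permutation p = 0.297, adjusted p = 0.304) and a Pearson r of 0.456 (exact permutation p = 0.304, adjusted p = 0.304). Without the 2 samples farthest from the median score, r was -0.180. Across the 6 eWAT samples r was 0.985 (exact permutation p = 0.0111, adjusted p = 0.0296) and rho 0.771 (exact permutation p = 0.103, adjusted p = 0.164), but r was 0.330 without the 2 farthest samples, so the relation rests on these. The adjustment covered 8 values. Macrophage RNA can be neither accepted nor dropped for Adora2b on these tests of 6 samples. Within depots over all samples, Adora2b and this score had an r of 0.803 (permutation p = 0.00644, adjusted p = 0.0664). The rho was 0.799 (permutation p = 0.00071, adjusted p = 0.0142), so rho passed the adjustment over 60 values and r did not. Adrb3 and Ptgir were compared with the macrophage score within depots over all samples. Adrb3 had an r of -0.403 (permutation p = 0.179, adjusted p = 0.366), with 0.708 in iWAT, -0.976 in eWAT and -0.108 in BAT. Ptgir had an r of 0.525 (permutation p = 0.096, adjusted p = 0.274), with -0.219 in iWAT, 0.842 in eWAT and 0.753 in BAT. Neither passed the adjustment over 60 values. No biological explanation was tested, since the design gives no condition that sets mouse 15 apart.

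Lcn5, a marker of the epididymis, had an RPKM of 35.2 in the eWAT sample of mouse 15 and of 34.4 in that of mouse 14, and no read in any of the 12 iWAT and BAT samples. The paper does not discuss this gene. If RNA of the epididymis, which lies next to eWAT, was in these samples, all 5 epididymis markers should be found in the same samples. This was so in 2 eWAT samples, those of mice 14 and 15. The sample of mouse 13 had reads on 3 of the markers, among them 149 reads on Crisp1, and the other eWAT samples had none. Some RNA of the epididymis may therefore be present in these 2 samples, and less of it in the sample of mouse 13.

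In BAT, Acta1, a gene of skeletal muscle, had an RPKM of 576.5 in the sample of mouse 12, against 0.262 to 49.8 in the other BAT samples and at most 68.2 in iWAT. The other muscle markers Ckm, Myh4, Tnnt3 and Mylpf were also highest in this sample. A candidate explanation is muscle RNA in the piece of BAT. Crhr2, with an RPKM of 0.485 in the sample of mouse 12, followed the muscle score across the 6 BAT samples with a rho of 0.986 (exact permutation p = 0.0056) and a Pearson r of 0.813 (exact permutation p = 0.0028), and r was 0.990 without the 2 samples farthest from the median. As Crhr2 was picked for its value in this sample, all 25 listed receptors with at least 10 reads in BAT were tested in the same way. Of these, 0 passed the adjustment over 50 values, but with 6 samples no single receptor can pass it, so this count decides nothing. Crhr2, with an adjusted p of 0.139 for r and rho, was the only 1 to rise at an unadjusted p under 0.05 of both. Avpr2 fell with the score at such a p of both. Its r was -0.899 (exact permutation p = 0.0194, adjusted p = 0.243) and its rho -0.943 (exact permutation p = 0.0167, adjusted p = 0.243). Mc5r had an r of 0.895 (exact permutation p = 0.0250, adjusted p = 0.25) and a rho of 0.829 (exact permutation p = 0.0583, adjusted p = 0.417), and r was 0.947 without the 2 farthest samples. Whether muscle RNA adds to the values of Crhr2 and Mc5r is left open.

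In the iWAT sample of mouse 14, the RPKM of Adora2a was 6.76 (1.03 to 2.88 in the other iWAT samples) and that of Ptger2 was 0.263 (0.0440 to 0.107). This sample also had the highest endothelial score of the iWAT samples, 4.13. A candidate explanation is endothelial RNA. Of 15 listed receptors with a mean RPKM of at least 0.5 in a depot, 1 rose with the endothelial score within depots after adjustment, and it was Adora2a. For Ptger2 the same relation had an r of 0.440 (permutation p = 0.0662, adjusted p = 0.221) and a rho of 0.565 (permutation p = 0.0271, adjusted p = 0.134), which did not pass the adjustment. Its r was 0.922 in iWAT, 0.255 in eWAT and 0.807 in BAT, and 0.313 over all samples without the 2 farthest.

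In the iWAT sample of mouse 11, the RPKM of Adora2b was 0.635 (0.105 to 0.205 in the others), for which the test with the macrophage score in iWAT was inconclusive, and the lymphocyte score was -1.58 (-2.98 to -2.54). In the eWAT sample of mouse 8, the RPKM of Gipr was 1.36 (0.348 to 0.562) and that of Ptger4 was 10.9 (3.28 to 6.11). This sample had the highest endothelial score in eWAT, 5.23. Within depots, Gipr and the endothelial score had an r of 0.718 (permutation p = 0.00664, adjusted p = 0.0664) and a rho of 0.637 (permutation p = 0.0145, adjusted p = 0.109), with an r of 0.477 without the 2 farthest samples, and of 0.704 in iWAT, 0.770 in eWAT and 0.947 in BAT. For Ptger4 the r was 0.612 (permutation p = 0.00335, adjusted p = 0.0502) and the rho 0.589 (permutation p = 0.0130, adjusted p = 0.109), with an r of 0.395 without the 2 farthest samples, and of 0.917 in iWAT, 0.717 in eWAT and 0.287 in BAT. Neither passed the adjustment. In the iWAT sample of mouse 12, the RPKM of Adrb1 was 2.19 (0.910 to 1.32). In the BAT sample of mouse 7, the RPKM of Ptger4 was 1.95 (0.428 to 0.984) and that of Adipoq was 393.9 (258 to 304). As about 5.2 of the 103 measures are met by chance, single ones among these have little weight.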

How the results depend on the processing

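The alternatives were set before the data were examined, apart from those said to be chosen after seeing the data. The number of listed receptors with a mean RPKM of at least 1 was 10 in iWAT, 12 in eWAT and 7 in BAT. A minimum of 0.1 gave 19, 22 and 18 receptors, and a minimum of 0.5 gave 12 in BAT. A minimum of 2, a minimum in every sample, the mean of all rows, TMM-rescaled RPKM and the list of 53 receptors left each number within 1.5 times its value. When only the 11 receptors with a shared row were counted, an alternative chosen after seeing the data, the numbers were 2 in iWAT, 2 in eWAT and 2 in BAT. Leaving out single samples was not tried for these numbers. In eWAT, Adora2b and Ptgir reach a mean of 1 largely through the sample of mouse 15.

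The number of genes that differ at an adjusted p under 0.05 was 3590 between iWAT and BAT, 3888 between eWAT and BAT, and 737 between iWAT and eWAT. With the mouse number as a block (replicate block), it was 477 between iWAT and eWAT. With genes of a mean RPKM of at least 1 it was 2248 between iWAT and BAT and 2457 between eWAT and BAT. With a log2 fold change of at least 1 in size it was 2300, 2526 and 409. Without a filter it was 6021 between eWAT and BAT. Summing all rows of a gene gave 12018, 15270 and 13605 out of 19043 tested. In the eWAT files these sums count a read once for each transcript it lies on. Among alternatives chosen after seeing the data, all rows of the iWAT and BAT files gave 13337 genes between these depots, out of 19733 tested against 5733 tested on shared rows. Every symbol with its most-read eWAT transcript gave 11261, 12893 and 8989 out of 17432 tested. The other alternatives, DESeq2 and both limma fits among them, stayed within 1.5 times. Across the 18 fits that each left out one sample, the number ranged from 3424 to 3729 between iWAT and BAT, 3699 to 3938 between eWAT and BAT, and 573 to 813 between iWAT and eWAT.

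The number of listed receptors that differ was 2 of 4 between iWAT and BAT, 4 of 4 between eWAT and BAT, and 2 of 4 between iWAT and eWAT. For the last comparison it was 1 with the mouse number as a block (replicate block), 1 with limma at a pseudocount of 0.1, 1 with only the 12 samples of both depots, 1 with a log2 fold change of at least 1, and 0 with limma at a pseudocount of 1, where 3 receptors had an unadjusted p under 0.05. Between iWAT and BAT it was 3 of 4 with DESeq2 and with only the 12 samples of both depots. Between eWAT and BAT it was 3 of 4 with the mouse number as a block and with a log2 fold change of at least 1. Summing rows, which allowed 24 receptors to be tested, gave 12, 20 and 12. Chosen after seeing the data, all rows of the iWAT and BAT files gave 13 of 19, and every symbol gave 12, 13 and 11 of 21. Across the 18 fits that each left out one sample, the numbers ranged from 2 to 3, 3 to 4, and 1 to 2. The cause of these changes was not tested.

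Among the named genes tested on shared rows, no fold change reversed its direction under the alternatives run. The fold changes of Mc2r, Tshr, Avpr2 and Mc5r, which have no shared row, were not part of this comparison. Of the fold changes compared, 5 became stronger and 1 weaker under alternatives set before the data were examined, all for Sctr apart from Adrb1 between iWAT and eWAT, which was weaker with limma at a pseudocount of 1. A further 8 became stronger under alternatives chosen after seeing the data. Of the mean RPKM values of named receptors, 2 moved by more than the spread between samples, both in eWAT with the mean of all rows, to 11.4 for Mc2r and 33.3 for Tshr. With limma on RPKM without TMM factors at a pseudocount of 0.1, the median log2 fold change of all genes was 0.14 between iWAT and BAT and 0.24 between eWAT and BAT, against 0.02 and 0.08 with TMM. It was 0.10 between eWAT and BAT at a pseudocount of 1, and 0.12 with every symbol and its most-read eWAT transcript. Depth limits the receptors with few reads. Gcgr had 2 to 4 reads in each BAT sample, so its values there carry little precision.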

Differences from the paper's values

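The paper's text gives no RPKM value that could be set beside those found here. For these receptors it refers to Supplemental Table 2, which was not used here, so any values given there were not compared. The text names the V2 vasopressin and glucagon receptors among the Gs-coupled receptors that adipocytes or BAT tissue express. The mean RPKM of Avpr2 was 0.105 in iWAT, 0.310 in eWAT and 0.137 in BAT, and that of Gcgr was 0.0814, 0.256 and 0.0332, all below the minimum of 1 used here. With the minimum of 0.1 that was set before the data were examined, Avpr2 passed in all 3 depots, narrowly in iWAT, and Gcgr only in eWAT. The merged Avpr2 row of iWAT and BAT also spans the last exon of Arhgap4, so part of its reads may be of that gene. Arhgap4 had a mean RPKM of 0.384 in iWAT and 0.432 in BAT. Whether Avpr2 would pass 0.1 without such reads was not tested. With the mean of all rows, an alternative also set before the data were examined, Avpr2 in eWAT had 0.09995, just below 0.1. With the RefSeq transcript, an alternative chosen after seeing the values, Avpr2 had a mean RPKM of 0.0198 in eWAT. Of the melanocortin receptors, which the paper names as a group, Mc2r passed the minimum of 1 in iWAT and eWAT. Mc5r passed the minimum of 0.1 in all 3 depots, and Mc1r, Mc3r and Mc4r passed neither.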

Other observations

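The tests of stress genes, of markers of other cell types and of other splits of the samples were fixed before the data were examined. The tests on Avpr2 and on Adora2a were chosen after the values were seen.

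The reads that the eWAT files count on Avpr2 may come in large part from Arhgap4, which overlaps it on the opposite strand. If so, reads should be missing from the RefSeq transcript of Avpr2, which ends before most of the last exon of Arhgap4, and be found on the longer transcript, which contains all 612 bp of that exon. Over the 6 samples the longer transcript had 134 reads and the RefSeq transcript 7. Thus 94.8% of the reads of the longer transcript were missing from the RefSeq transcript, where the added 1075 bp make up 38.6% of its length. This share is what raised the hypothesis and so cannot decide it, and 67 of the 134 reads come from the sample of mouse 15. Counting without regard to strand is needed for this. All 10 pairs of single-exon transcripts that share their position on opposite strands and have reads had equal counts in every eWAT sample, 10 of 10. Across the 6 samples, reads on the longer transcript and on an Arhgap4 transcript outside the overlap, both divided by the sample's total of reads, had a Pearson r of 0.975 (exact permutation p = 0.0250, adjusted p = 0.0500) and a rho of 0.600 (exact permutation p = 0.242, adjusted p = 0.304). Without the 2 samples farthest from the median r was -0.295, so this relation rests on them and leaves the question open. A 3' end of Avpr2 that the RefSeq transcript lacks was not ruled out. In iWAT and BAT the merged row spans the same Arhgap4 exon and does not separate the transcripts, so the question is open there too.

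Adora2a may come in part from endothelial cells. Over the 18 samples, its log2(RPKM + 0.1) and the endothelial score, both as deviations from the depot mean, had a Pearson r of 0.876 (permutation p = 3e-05, adjusted p = 0.0018) and a rho of 0.806 (permutation p = 0.00045, adjusted p = 0.0135), from 100000 permutations within depots. The correlation was 0.962 in iWAT, 0.697 in eWAT and 0.896 in BAT, and 0.814 over all samples without the 2 farthest from the median. A receptor was counted as rising only if both its r and its rho had a p under 0.05. Adora2a was the only 1 of 15 receptors to rise with this score after adjustment over 60 values. With the macrophage score 0 of 15 rose, where 2 did at an unadjusted p under 0.05. Adora2b was among these, with an r of 0.803 (permutation p = 0.00644, adjusted p = 0.0664) and a rho of 0.799 (permutation p = 0.00071, adjusted p = 0.0142). Its r was 0.816 without the 2 farthest samples, and 0.504 in iWAT, 0.961 in eWAT and 0.664 in BAT. Adora2a had an r with the macrophage score of -0.067 over all samples (permutation p = 0.806, adjusted p = 0.892). This r was -0.517 in iWAT, 0.217 in eWAT and 0.978 in BAT, so the BAT samples alone do not single out endothelial cells. Some mice gave more than one depot, so the 18 samples are not fully independent.

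Immediate-early and heat-shock genes were higher in the digested adipocytes than in BAT tissue. As few of these genes have a shared row, the fold changes came from the fit over all iWAT and BAT rows and from that over all symbols, both chosen after the data were seen. Of the 13 genes, 12 had a value. All 12 were higher in iWAT than in BAT, with a median log2 fold change of 4.88, and all 12 were higher in eWAT than in BAT, with a median of 3.78. Each median was above 100% of 10000 random lists matched on mean expression. Fos had a mean RPKM of 558 ± 98.0 (SD, n = 6) in iWAT, 553 ± 110.0 (SD, n = 6) in eWAT and 1.39 ± 1.36 (SD, n = 6) in BAT. This is consistent with a response to collagenase digestion and flotation. As every iWAT and eWAT sample was digested and no BAT sample was, a difference between depots cannot be told apart from it. The receptors that differ between adipocytes and BAT tissue have the same limit.

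Endothelial and Schwann cell markers were expected to be higher in whole BAT than in floated adipocytes. In the same fits, of 9 such genes, 3 were higher in iWAT than in BAT, and the median log2 fold change of -0.61 was at the 2.96 percentile of random lists. Of the same 9 genes, 4 were higher in eWAT than in BAT, and the median of -0.35 was at the 15.2 percentile. The iWAT median thus went with a lower content of these cells after flotation, and the eWAT median did not. Endothelial and Schwann cell markers went apart in eWAT. The endothelial score was 3.87 to 5.23 in the eWAT samples and 2.70 to 3.52 in the BAT samples. The Schwann cell score was -1.24 to -0.92 in eWAT and -0.28 to 0.67 in BAT. In iWAT both scores overlapped those of BAT. As eWAT rows are transcripts, eWAT scores are not on the same footing as those of BAT.

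Other splits of the samples gave fewer genes. Only splits that part as many same-numbered pairs were compared, and the other depot was left as it was. The real split was the only 1 of 48 to give 3590 genes between iWAT and BAT, where the largest of the others gave 1430. It was the only 1 of 48 to give 3888 genes between eWAT and BAT, where the largest of the others gave 1518. Between iWAT and eWAT it was the only 1 of 32 to give 737 genes, where the largest of the others gave 209. For the listed receptors that differ, the real split was also the only 1 of 48, 1 of 48 and 1 of 32 to give as many.

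Among the 5733 shared rows, which leave out many genes, and with a mean RPKM of at least 10 in the higher depot, the largest differences between iWAT and BAT were those of Ptx3 (log2 fold change 10.82) and Mup7 (9.38) in iWAT, and Ucp1 (-8.91) and AK080254 (-8.42) in BAT. Between eWAT and BAT they were those of Ptx3 (9.26), LOC100503313 (8.41), Ucp1 (-12.10) and Ckm (-10.99). Between iWAT and eWAT they were those of LOC100048884 (9.19), Mup7 (9.13), Bcl2a1d (-4.32) and Bcl2a1b (-4.31). The standard errors of these 12 fold changes were between 0.30 and 2.03, and the adjusted p from edgeR between 3.25e-14 and 0.000369. The RPKM of Ckm in BAT was 310.3 in the sample of mouse 12 and at most 26.8 in the others. Mup7, Bcl2a1d and Bcl2a1b belong to families of similar genes whose reads the counting can split, so their values are uncertain. LOC100048884 had mean RPKM values close to those of Mup7, 252 against 226 in iWAT and 0.449 against 0.423 in eWAT. It may therefore not be a separate difference. In eWAT, the mean RPKM was 20.7 ± 28.2 (SD) for Bcl2a1d and 21.6 ± 29.5 (SD) for Bcl2a1b. Few samples may set these means. Whether the sample of mouse 15, with the highest macrophage score in eWAT, is among them was not tested.

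The paper discusses the β3-adrenergic receptor as the main β-adrenergic receptor of rodent adipocytes. Adrb3 had a mean RPKM of 93.9 in iWAT, 159 in eWAT and 71.3 in BAT, and Adrb1 had 1.31, 0.644 and 8.28. The eWAT value of Adrb3 is that of a transcript of 1864 bp, the others those of a merged row of 2893 bp. With every symbol and its most-read eWAT transcript, Adrb3 passed the adjusted threshold in no comparison. Its log2 fold change was 0.13 between iWAT and BAT, 0.24 between eWAT and BAT, and -0.11 between iWAT and eWAT. The adjusted p from edgeR were 0.671, 0.410 and 0.744.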
